A study of Mus musculus with 24 samples. Its data were reported in "ZBTB16/PLZF regulates juvenile spermatogonial stem cell development through an extensive transcription factor poising network" (2025).

How the data were processed

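RNA sequencing was done on spermatogonia from the testes of mice at postnatal day 7. The cell fractions, 2 in all, were sorted with magnetic beads: THY1+ undifferentiated spermatogonia (uSPG) and KIT+ differentiating spermatogonia (dSPG). One set of libraries compared Zbtb16 null mice with their wild-type (WT) controls, and the other compared mice with a germline conditional knockout (cKO) of Sox3 with theirs. Each set held 12 libraries, 3 for each combination of genotype and fraction, so that there were 8 groups and 24 libraries. For each isolation the authors pooled the testes of several mice.

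The authors prepared stranded libraries after removal of ribosomal RNA, sequenced them as single reads and aligned these to the mm10 genome with Novoalign. The setting they used for reads with several alignments allows a read to be placed at many positions. Values of small RNAs, pseudogenes and close paralogs are therefore uncertain, and the strand used in counting was not stated. The authors then computed FPKM (fragment counts scaled to transcript length and to the reads mapped in the library) with USeq, and the deposited values are FPKM, in 1 table for each set. Differential expression was tested by the authors with DESeq2. That test needs read counts, so a test for log-scale values was used here in its place, with the study's thresholds.

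Libraries were assigned to groups by their GEO labels alone. The sorting markers Thy1 and Kit go against the fraction labels of the WT libraries in the Sox3 table. These libraries were not regrouped, and they are called "labelled THY1+" and "labelled KIT+" throughout.

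Values were analysed as log2(FPKM + 0.1) in limma 3.58.1 (R 4.3.3). Genes with a mean FPKM of at least 0.1 over the 12 libraries of a table were tested, which left 22374 genes in the Zbtb16 table and 21212 in the Sox3 table. One linear model with 4 group means was fitted to the 12 libraries of a table (lmFit, then eBayes with trend and robust settings). Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A call is a gene with an adjusted p of at most 0.05 and a change of at least 1.5-fold. The added 0.1 understates the change of genes with low FPKM. For a gene with at most 3 reads in every library of a group, the fold change was computed against the FPKM of 3 reads and is given as a lower bound. These floors cover counting error only, since the reads carry no molecular identifiers.

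The comparisons were mutant against WT in each fraction, KIT+ against THY1+ in WT, and the genotype by fraction interaction (the change in KIT+ less the change in THY1+). After the label conflict in the Sox3 table was seen, the genotype effect averaged over both fractions was added for both tables. It weighs the 6 WT libraries alike, so it is the same if the 2 WT groups are exchanged. Calls shared by the tables were tested with a one-sided Fisher exact test among genes tested in both. The tables share no control libraries.

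Genes are named by a rule. The rule takes the targeted genes, the sorting markers, the genes the study names for a comparison and, for each genotype comparison, the 5 calls that rose and the 5 that fell most. The last of these had to reach a mean FPKM of 1 in the higher group and to show no overlap between the groups. The study's gene lists were chosen on these libraries and are not independent evidence. A total of 11 marker lists with 131 genes were tested with camera (correlation preset to 0.01). They cover undifferentiated spermatogonia, differentiating spermatogonia, all germ cells, meiosis, the cell cycle, Sertoli cells, Leydig cells, peritubular and stromal cells, endothelial cells, macrophages and T cells. The same lists were tested with fry and with camera at an estimated correlation. No gene is in more than 1 list, and 10 of the 131 are named by the study, 8 of them in the list of undifferentiated spermatogonia. Of the 131, 117 reached 1 FPKM in WT THY1+ uSPG of the Zbtb16 table and 102 in WT KIT+ dSPG. Comparisons, tests, thresholds, naming rule and lists were chosen before the data were examined, except the averaged effect, the corrections for GC content and gene length, the fit on Sox3 replicates 2 and 3 alone, and the set tests of interactions and averaged effects. Also chosen afterwards were the comparisons of groups with the same markers, and the tests of exchanged labels, mixed fractions, same-numbered libraries, pairs of marker lists and the rest of each chromosome.

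The labels number the replicates but do not say whether equal numbers mark paired libraries. Deviations from the group means were therefore correlated across genes between libraries of different groups. Genes are not independent replicates. In the Zbtb16 table the mean correlation was 0.400 for the 18 pairs of libraries with the same number, and in the Sox3 table it was 0.171. The centring on 3 libraries fixes the mean of the other pairs near minus 0.5 times these values, so it adds nothing. The fit planned without a replicate block was kept, and a fit with the replicate number as a block is given beside it where it changes a call or moves a count by more than 1.5-fold.

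Read totals are not part of the tables. They were estimated from the spacing of low FPKM values and gene lengths, by the total that brings values of 0.5 to 10.5 reads closest to whole numbers. On simulated data for 3 libraries the largest error was 0.114%. Between 82.8% and 86.1% of the low values then lay within 0.1 of a whole number, against 20% by chance. Gene positions and lengths came from a GENCODE annotation of the same genome build, GRCm38, in which 98.1% of the identifiers of the Zbtb16 table and 98.2% of those of the Sox3 table were found.

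The test was tried on simulated data with the read totals of each table, 200 changed genes and a disturbance shared by libraries with the same replicate number. It found 59.5% of the changed genes in the Zbtb16 table, with 1 false call, and 62.5% in the Sox3 table, with 0 false calls. With the replicate block it found 84.5% and 86.5%, with 10 false calls in each. All planted changes were larger than 1.5-fold and lay in genes with a mean of at least 1 FPKM. Recovery of smaller changes and of less abundant genes was not measured. The strength of the disturbance was the same for both tables. The acceptance limits of this trial were loosened after its outcome was seen, so its recovery is given as measured.

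The alternatives tried were other pseudocounts, a higher FPKM minimum or none, rescaling of libraries by the median of ratios, eBayes without trend and robust settings, no fold threshold, the replicate block, a fit on the 6 libraries of a comparison, correction of each library for GC content and gene length, and leaving out each library in turn. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for read totals and plots.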

Results

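RNA was measured in 24 libraries of sorted spermatogonia, 3 for each of 8 groups: THY1+ uSPG and KIT+ dSPG, from Zbtb16 null mice, Sox3 cKO mice and the WT controls of each. ZBTB16 and SOX3 are transcription factors of undifferentiated spermatogonia. The Zbtb16 libraries held an estimated 25.95 to 35.19 M reads. Among the Sox3 libraries the 4 of replicate 1 held 28.25 to 31.88 M reads, those of replicate 2 held 11.01 to 14.92 M and those of replicate 3 held 11.17 to 14.05 M. Between 15707 and 16585 genes reached 1 FPKM in a library of the Zbtb16 table, and between 15317 and 16401 in a library of the Sox3 table. The 10 most abundant genes took 36.2% to 49.7% of the summed FPKM of a Zbtb16 library and 31.4% to 51.4% of that of a Sox3 library. Values below are means ± SD with n = 3 libraries unless stated otherwise.

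The sorting markers Thy1 (ENSMUSG00000032011) and Kit (ENSMUSG00000005672) show which fraction a library carries. In the Zbtb16 table Thy1 was at 3.95 ± 0.584 FPKM in WT THY1+ uSPG and 0.341 ± 0.184 FPKM in WT KIT+ dSPG. Kit was at 16.5 ± 4.02 and 59.1 ± 9.26 FPKM in the same groups. Null libraries had similar levels, with Thy1 at 4.13 and 0.518 FPKM and Kit at 15.5 and 59.7 FPKM, and neither marker was a call between genotypes. The cKO libraries of the Sox3 table followed their labels, with Thy1 at 4.62 ± 0.886 FPKM in THY1+ uSPG and 0.274 ± 0.0264 FPKM in KIT+ dSPG. The WT libraries went against theirs. Thy1 was at 0.240 ± 0.0233 FPKM in the WT libraries labelled THY1+ and 3.83 ± 0.234 FPKM in those labelled KIT+, while Kit was at 57.9 ± 19.2 and 15.3 ± 3.08 FPKM. Any direction drawn within a fraction of the Sox3 table rests on labels that these markers contradict.

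**Figure D1:**
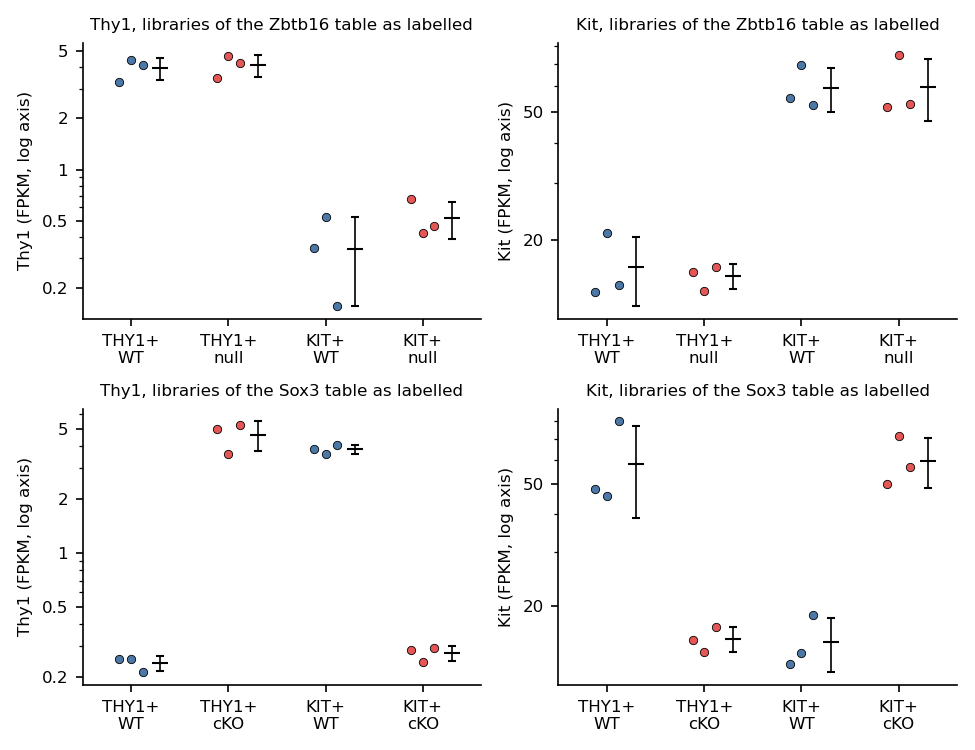
FPKM of Thy1 and Kit (log axes) in each library of both tables, grouped by label, with the mean and SD of 3 libraries beside the points. The WT groups of the Sox3 table have the marker levels of the other fraction, with Thy1 at 0.240 FPKM in the group labelled THY1+ and 3.83 FPKM in the group labelled KIT+.

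The targeted genes were compared first. Zbtb16 (ENSMUSG00000066687) lies on chromosome 9 at 48654297 to 48836222 of GRCm38, on the minus strand. It was at 52.1 ± 8.93 FPKM in WT THY1+ uSPG and 17.1 ± 1.33 FPKM in null THY1+ uSPG, a log2 fold change of -1.59 (SE 0.166, adjusted p 0.000680). In KIT+ dSPG it was at 18.2 ± 4.39 and 6.46 ± 0.314 FPKM, a log2 fold change of -1.45 (adjusted p 0.00502). RNA of the locus remained measurable in every null library. Sox3 (ENSMUSG00000045179) lies on chromosome X at 60891366 to 60893430, on the minus strand. It was at 13.1 ± 9.87 FPKM in the WT libraries labelled THY1+ and 9.97 ± 1.60 FPKM in those labelled KIT+. The cKO libraries held at most 1 read of it in THY1+ uSPG and at most 2 reads in KIT+ dSPG. Against the floor of 3 reads it was at least 99.5-fold lower in cKO THY1+ uSPG than in the WT libraries labelled THY1+, and at least 81.1-fold lower in cKO KIT+ dSPG than in those labelled KIT+.

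**Figure D2:**
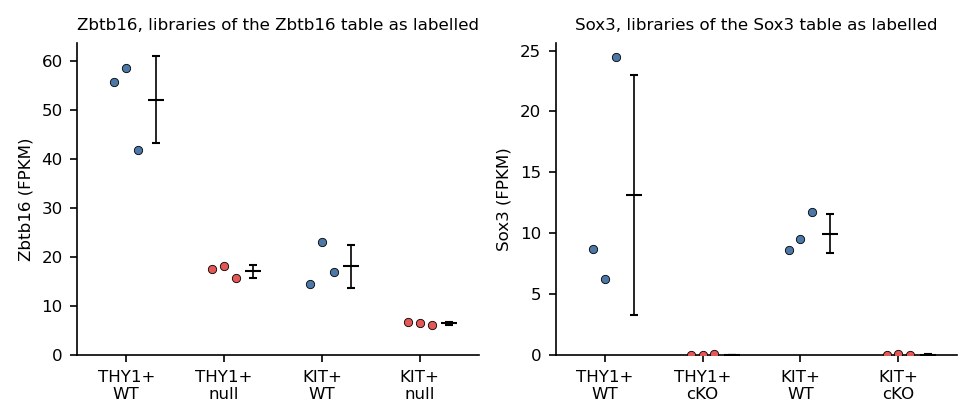
FPKM of Zbtb16 and of Sox3 in each library of the table in which it was targeted, grouped by label, with the mean and SD of 3 libraries beside the points. Zbtb16 fell from 52.1 to 17.1 FPKM in THY1+ uSPG, and Sox3 was at no more than 2 reads in any cKO library.

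The comparison of the WT fractions in the Zbtb16 table describes what the sort separates. Of 22374 genes tested, 4737 were calls, with 1614 higher and 3123 lower in KIT+ dSPG than in THY1+ uSPG. A pseudocount of 1 lowered this count to 2883. The lists of macrophages (13 of 13 genes, adjusted p 2.35e-17) and T cells (9 of 9, adjusted p 8.39e-07) were lower in KIT+ dSPG, where 2 genes of each reached 1 FPKM. The lists of undifferentiated spermatogonia (median log2 change -2.13, 18 of 19 genes) and of peritubular and stromal cells (-1.03, 11 of 12) were lower too. Higher were the lists of Leydig cells (3.95, 8 of 8), differentiating spermatogonia (1.25, 8 of 8), Sertoli cells (0.49, 9 of 10), meiosis (0.36, 13 of 18) and the cell cycle (0.18, 14 of 18). The lists of all germ cells (-0.07, adjusted p 0.756) and endothelial cells (0.09, adjusted p 0.655) were not past the threshold. With an estimated correlation, 4 of these 9 calls held, those of macrophages, T cells, Leydig cells and differentiating spermatogonia. Lyz2, a macrophage gene, was at 291 FPKM in WT THY1+ uSPG and 0.954 FPKM in WT KIT+ dSPG, and Hsd3b1, a Leydig cell gene, was at 37.8 and 729 FPKM.

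The question of which genes depend on ZBTB16 was addressed by null against WT in each fraction. In THY1+ uSPG 890 genes were calls, 607 higher and 283 lower in the null, and 5325 genes had an unadjusted p under 0.05. The replicate block raised this count to 1980, with 976 higher and 1004 lower, and all 890 were among them. Without null THY1+ replicate 1 there were 295 calls, the lowest count when 1 library was left out, and without null THY1+ replicate 2 there were 820, the highest. The genes that rose most were Cutal (ENSMUSG00000026870, log2 fold change 3.52, 0.289 ± 0.114 to 4.25 ± 0.180 FPKM), Krt18 (ENSMUSG00000023043, 3.51, from 1.24 to 15.2 FPKM), D030018L15Rik (ENSMUSG00000078925, 3.27), Rxrg (ENSMUSG00000015843, 3.26) and Syt12 (ENSMUSG00000049303, 2.82), with adjusted p from 1.01e-06 to 4.82e-05. D030018L15Rik is a long non-coding RNA. The genes that fell most were Gjb2 (ENSMUSG00000046352, -2.59, from 3.18 to 0.446 FPKM), Chrna4 (-2.40), 2210011C24Rik (-2.05), Tox3 (-1.85) and Oit1 (-1.82), with adjusted p from 4.82e-05 to 0.00738. Each of these 10 was a call under every alternative in which it was tested.

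Genes that the study names for null THY1+ uSPG were taken as lists, which are not independent evidence. Of the 9 taken as lower, 9 fell, 7 were calls over all genes, and 9 were calls adjusted over the list alone. The study's text gives Lhx1, which is among them, as affected without a direction. Neurog3 (ENSMUSG00000044312) fell from 6.62 ± 1.32 to 2.75 ± 0.274 FPKM (log2 fold change -1.22, SE 0.20, adjusted p 0.00738). Ccnd1 (ENSMUSG00000070348) fell from 25.04 ± 2.79 to 13.4 ± 1.12 FPKM (log2 fold change -0.90, adjusted p 0.00613). Eomes (-1.15), T (Brachyury, -1.25), Gsta3 (-1.19) and Jund (-0.98) were also calls. Jund had an adjusted p of 0.0491 and was no call in 8 alternatives, among them a fit on the 6 libraries alone. Gsta3 was no call in any of the 6 fits that left out 1 library, with log2 fold changes of -1.28 to -1.03, and T was no call in 4 of them, with -1.29 to -1.11. Fgfr1 (-0.82, adjusted p 0.140) and Lhx1 (-1.02, adjusted p 0.0753) were no calls. Of the 9 named as higher, 9 rose, 7 were calls over all genes, and 9 were calls adjusted over the list alone. Besides Krt18 and D030018L15Rik these were Rhox10 (1.32), Utf1 (1.24), Nr5a2 (1.11), Cth (0.96) and Tdrd5 (0.93). Utf1 was no call in any of the 6 fits that left out 1 library (1.13 to 1.39), nor was Rhox10 in 4 of them (1.072 to 1.394). Sycp3 (0.64, adjusted p 0.164) and Pou5f1 (0.61, adjusted p 0.0791) were no calls. With the replicate block Lhx1, Fgfr1, Sycp3 and Pou5f1 became calls, with adjusted p of 0.00276, 0.00346, 0.00830 and 0.0210. Of 4 genes named as unaffected (Kit, Bcl6b, Etv5, Uchl1), 0 were calls, with log2 fold changes from -0.07 to 0.13 and 5325 genes at an unadjusted p under 0.05 in this comparison.

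In KIT+ dSPG 58 genes were calls, 43 higher and 15 lower in the null, and 3863 had an unadjusted p under 0.05. With the replicate block there were 513 calls, 351 higher and 162 lower, and all 58 were among them. A fit on the 6 KIT+ libraries alone gave 2 calls. Leaving out 1 library gave from 25 calls (without WT KIT+ replicate 1) to 37 (without null KIT+ replicate 1). The genes that rose most were Snord64 (2.35, a small nucleolar RNA), Coro1a (ENSMUSG00000030707, 2.20, from 1.55 to 7.44 FPKM), Krt18 (2.08), Rxrg (1.95) and Hspb3 (1.83). Those that fell most were Gjb2 (-1.99), Zbtb16 (-1.45), Ptpn20 (-1.23), Neurog3 (-1.19, from 4.11 to 1.76 FPKM, adjusted p 0.0389) and Cyp26a1 (-1.08). Neurog3 was no call in 5 of the 6 fits that left out 1 library (log2 fold changes from -1.30 to -1.05), nor with a pseudocount of 1 (-0.89). Cyp26a1 (-1.16 to -0.99) and Snord64 (2.004 to 2.484) were no calls in 5 such fits each, and Hspb3 (1.57 to 1.91) in 4. Of the genes taken from the study as lower in THY1+ uSPG, 2 were calls here (4 adjusted over the list alone), and 2 of those named as higher (4 adjusted over the list alone). Lhx1, T and Nr5a2 became calls here with the replicate block, at adjusted p of 0.0365, 0.0445 and 0.0365. Nr5a2 became one without WT KIT+ replicate 2 (log2 fold change 0.93) and Utf1 without null KIT+ replicate 3 (1.33).

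Whether the null changed the fractions differently was tested by the interaction, with 7 calls, 1 positive and 6 negative, and 5014 genes at an unadjusted p under 0.05. With the replicate block there were 2756, 2027 positive and 729 negative, with these 7 among them. Without null KIT+ replicate 1 there were 867 calls (642 positive, 225 negative). Without WT KIT+ replicate 2 there were 2, and without any other single library there was 1. Of the genes named in both fractions, none was an interaction call, Krt18 having an adjusted p of 0.0623 and Neurog3 of 0.963. Averaged over both fractions, 514 genes were calls, 347 higher and 167 lower. Without null THY1+ replicate 1 there were 340, and with a pseudocount of 1 there were 157.

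**Figure D3:**
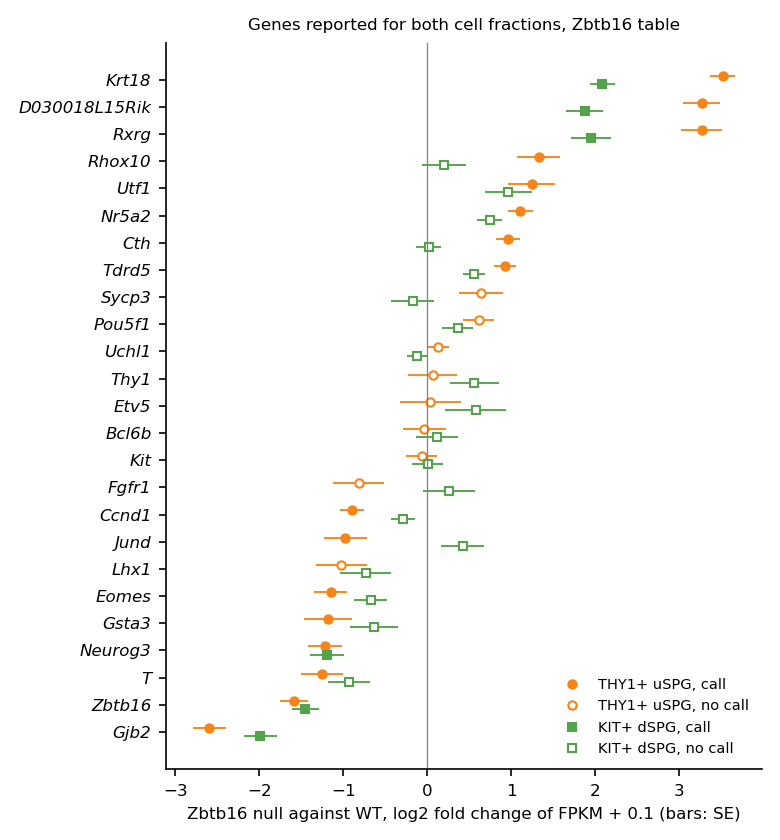
Log2 fold change of log2(FPKM + 0.1), Zbtb16 null against WT, with SE, for genes named in both fractions, with circles for THY1+ uSPG and squares for KIT+ dSPG. Filled symbols are calls, which in both fractions include Krt18 (3.51 and 2.08), Neurog3 (-1.22 and -1.19) and Gjb2 (-2.59 and -1.99).

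Marker lists show how the cell types represented in the sorted fractions moved with genotype. In null THY1+ uSPG 8 of the 11 lists were past the threshold. Macrophages (median log2 change -0.75, 13 of 13 genes lower, adjusted p 0.000299), Leydig cells (-0.73, 8 of 8 lower, 0.00471), peritubular and stromal cells (-0.60, 11 of 12 lower, 0.00708), Sertoli cells (-0.58, 10 of 10 lower, 0.00140) and T cells (-0.57, 7 of 9 lower, 0.00708) fell. Undifferentiated spermatogonia also fell (-0.15, 12 of 19 lower, 0.0141). In that list 5 genes were calls and 8 are named by the study, so its fall is not independent evidence. All germ cells (0.31, 8 of 8 higher, 0.00378) and meiosis (0.34, 17 of 18 higher, 0.00331) rose. Endothelial cells (-0.50, adjusted p 0.146), the cell cycle (-0.02, 0.709) and differentiating spermatogonia (-0.01, 0.857) were not past it. Under fry the calls of T cells, macrophages, Sertoli cells, Leydig cells and all germ cells held, and with an estimated correlation none did, where 5325 single genes had an unadjusted p under 0.05.

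In null KIT+ dSPG 5 lists were past the threshold: peritubular and stromal cells (0.69, 11 of 12 higher), Leydig cells (0.60, 7 of 8 higher) and endothelial cells (0.58, 8 of 8 higher) rose, while meiosis (-0.22, 15 of 18 lower) and the cell cycle (-0.18, 16 of 18 lower) fell, with adjusted p from 0.00539 to 0.00780. Under fry none of the 5 held, nor did any with an estimated correlation, where 3863 single genes had an unadjusted p under 0.05. Not past the threshold were differentiating spermatogonia (-0.24, 0.0545), all germ cells (-0.22, 0.0622), undifferentiated spermatogonia (0.07, 0.204) and Sertoli cells (0.23, 0.556). Nor were T cells (5 of 9 lower, 0.146) and macrophages (8 of 13 higher, 0.209), of which 2 genes each reached 1 FPKM in WT KIT+ dSPG.

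**Figure D4:**
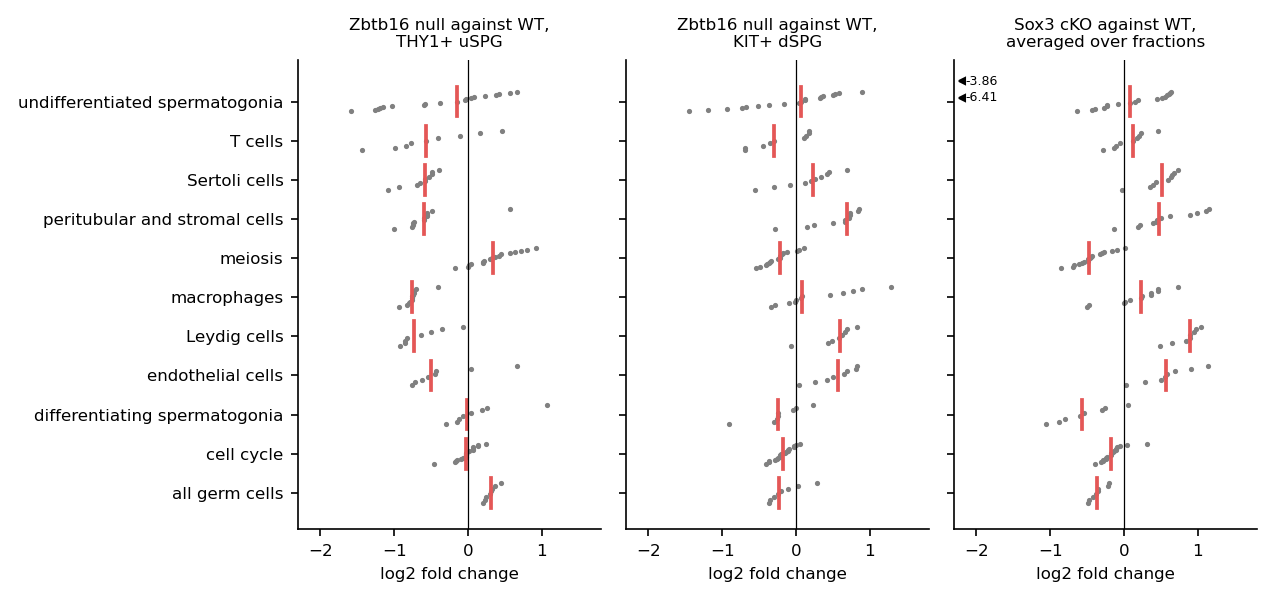
Log2 fold change of each gene (grey points) and the median (red bar) of the 11 marker lists, for Zbtb16 null against WT in THY1+ uSPG and in KIT+ dSPG and for Sox3 cKO against WT averaged over both fractions. The medians of the macrophage, Leydig cell and Sertoli cell lists lie at -0.75, -0.73 and -0.58 in null THY1+ uSPG, and arrows give the values of points beyond the axis.

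The Sox3 table as labelled compares cKO and WT libraries whose markers belong to different fractions, so the counts within a fraction mix genotype and fraction. Of 21212 genes tested, 6166 were calls between cKO THY1+ uSPG and the WT libraries labelled THY1+, 3768 higher and 2398 lower. Correction for GC content and gene length changed this split to 3055 higher and 3624 lower, and moved the median log2 change of all genes to -0.126. Between cKO KIT+ dSPG and the WT libraries labelled KIT+ 5314 genes were calls, 2634 higher and 2680 lower. The replicates 2 and 3 alone gave 3283. Between the WT libraries labelled KIT+ and those labelled THY1+ 4173 genes were calls, 2788 higher and 1385 lower, and the interaction gave 7958. Of the genes that rose most as labelled in THY1+, C1qb was at least 573-fold, Pf4 at least 469-fold and C1qc at least 767-fold higher in the cKO. C1qa (log2 fold change 9.44) and Lyz2 (9.32) were the others. Those that fell most besides Sox3 were Ren1 (-5.42), Gm12041 (-4.70), Ly6k (-4.62) and Gm27781, which was at least 2.29-fold lower. As labelled in KIT+, Cyp17a1 (5.91), Aldh3a1 (5.83), Ren1 (5.62), Insl3 (5.56) and Gm23689 (at least 3.03-fold) rose most, and C1qa (-10.39), Pf4 (-9.51), C1qc (-8.87), F13a1 (-8.64) and C1qb (at least 603-fold lower) fell most. All 13 genes of the macrophage list were higher in the cKO as labelled in THY1+ and lower as labelled in KIT+, and all 8 of the Leydig cell list went the opposite way.

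The genotype effect averaged over both fractions is the same if the 2 WT groups are exchanged. Groups with the same markers, picked after the markers were seen, differed very unequally. Against the WT libraries labelled KIT+, cKO THY1+ uSPG had 15 calls. Against those labelled THY1+, cKO KIT+ dSPG had 3608. A call of the averaged effect therefore need not be a change in both fractions. The averaged effect had 2188 calls, 1588 higher and 600 lower in the cKO, and 8155 genes at an unadjusted p under 0.05. Replicates 2 and 3 alone, which have the fewer reads, lowered it to 597 calls (458 higher, 139 lower). Leaving out 1 library gave from 1589 calls (without cKO THY1+ replicate 2) to 2395 (without the WT library labelled KIT+ replicate 3). Besides Sox3, the genes that fell most were Neurog3 (log2 fold change -3.86, SE 0.27, adjusted p 8.82e-05), Dppa3 (ENSMUSG00000046323, -2.90), Cthrc1 (-2.31) and Fbxo40 (-2.03). Neurog3 was at 5.595 ± 0.930 and 6.88 ± 1.51 FPKM in the WT libraries labelled THY1+ and KIT+, and at 0.433 ± 0.267 and 0.299 ± 0.170 FPKM in the cKO libraries. Dppa3 was listed at 0 in every cKO KIT+ library, so its fitted value is no bound, and it was at least 7.06-fold lower in cKO THY1+ uSPG than in the WT libraries labelled THY1+ and at least 1.48-fold lower in cKO KIT+ dSPG than in those labelled KIT+, pairs whose markers belong to different fractions. Those that rose most were AF357425 (1.92), Gm16336 (1.90), ENSMUSG00000094646 (1.83), Gm11096 (1.71) and Gm13314 (1.64). AF357425 is a small nucleolar RNA, Gm16336 an antisense transcript and Gm13314 a pseudogene, whose values are uncertain where reads have several places. Gm16336 was no call in 3 of the fits that left out 1 library, with log2 fold changes of 1.676, 1.802 and 1.828, nor with a pseudocount of 0.01 (2.51). Of the 3 genes the study names as lower, 3 were calls (3 adjusted over the list alone), the others being Sox3 and Lin28a (-1.21). Of the 2 it names as higher, Cyp26b1 (1.31) and Col15a1 (1.28), 2 were calls (2 adjusted over the list alone). The study names these genes for THY1+ uSPG, while the averaged effect also takes in KIT+ dSPG. Against the WT libraries labelled KIT+, which have THY1+ markers, cKO THY1+ uSPG had 1 higher call. At most 1 of Cyp26b1 and Col15a1 was therefore a call there. As labelled in THY1+, 2 of the 3 and 1 of the 2 were calls, without Lin28a (-0.1923, adjusted p 0.420) and Cyp26b1 (-0.2567, 0.633). These lists are not independent evidence. The interaction of Cyp26b1, Col15a1 and Lin28a as labelled was also a call, at adjusted p of 0.000863, 0.00306 and 6.14e-05.

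**Figure D5:**
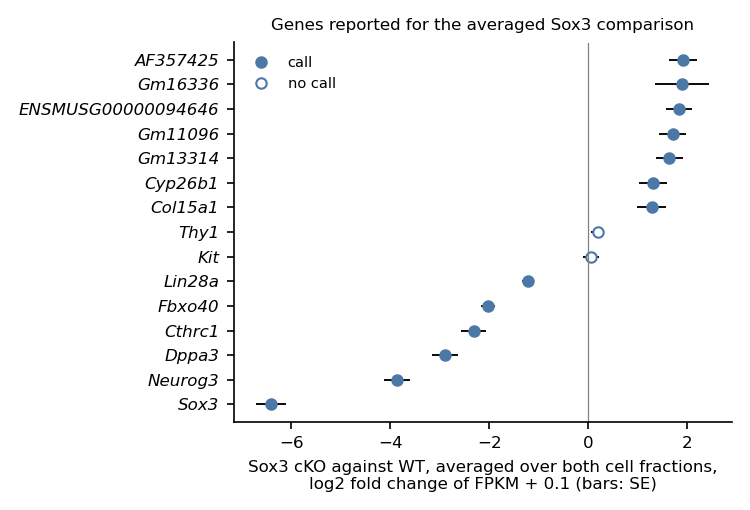
Log2 fold change of log2(FPKM + 0.1), Sox3 cKO against WT averaged over both fractions, with SE, for the genes named for this comparison. Filled symbols are calls, from Sox3 (-6.41) and Neurog3 (-3.86) to AF357425 (1.92), and the open symbols of Thy1 and Kit are no calls. Sox3 and Dppa3 had at most 2 reads in any cKO library, so their fitted values depend on the added 0.1 and are no bounds.

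For the averaged Sox3 effect 8 of the 11 marker lists were past the threshold. Meiosis (median log2 change -0.47, 17 of 18 genes lower, adjusted p 1.42e-06), all germ cells (-0.37, 8 of 8 lower, 0.000615), differentiating spermatogonia (-0.57, 7 of 8 lower, 0.00111) and the cell cycle (-0.17, 16 of 18 lower, 0.0135) fell. Leydig cells (0.89, 8 of 8 higher, 0.00242), endothelial cells (0.57, 8 of 8 higher, 0.00801), peritubular and stromal cells (0.47, 11 of 12 higher, 0.00987) and Sertoli cells (0.51, 9 of 10 higher, 0.0135) rose. Undifferentiated spermatogonia (0.08, adjusted p 0.533), macrophages (11 of 13 higher, 0.355) and T cells (5 of 9 higher, 0.689) were not past it. Under fry the calls of meiosis, all germ cells, differentiating spermatogonia, Leydig cells and endothelial cells held, and with an estimated correlation none did, where 8155 single genes had an unadjusted p under 0.05.

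Whether ZBTB16 and SOX3 affect the same genes was asked from the calls in THY1+ uSPG of both tables, as labelled. Of 21037 genes tested in both, 806 and 6114 were calls, and 357 were shared, against 234 expected (one-sided Fisher exact test, p 5.92e-21). Of these 357, 44.3% changed in the same direction. The replicate block raised the count to 954, against 581 expected, with 31.8% in the same direction. The count rests on WT libraries whose markers contradict the label. For the averaged effects, with 456 and 2174 calls, 46 were shared against 47.1 expected (p 0.592), and 39.1% changed in the same direction. Of these, 7 were lower in both, among them Neurog3 (-1.21 for Zbtb16 and -3.86 for Sox3), and 11 were higher in both. The averaged effects take in KIT+ dSPG, and no overlap was tested against WT libraries with the same markers. The question for THY1+ uSPG alone therefore stays open.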

Values the study reported

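The study reported 739 upregulated and 695 downregulated genes in THY1+ uSPG of Zbtb16 null mice. For THY1+ uSPG lacking Sox3 it reported 151 differentially expressed genes, of which 65 were downregulated and 86 upregulated.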

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

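The tests of exchanged labels, of mixed fractions, of shared deviations of same-numbered libraries and of pairs of marker lists were chosen only after the results were seen.

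A set of 7 genes changed differently in the 2 fractions of the Zbtb16 null, by the test of the genotype by fraction interaction. Dgka (interaction log2 change -1.23, adjusted p 0.00413), Tmc7 (-1.01, 0.0300), Syt12 (-1.73, 0.0409), Ccnb1ip1 (-1.31, 0.0409), Ncbp1 (-0.96, 0.0409) and Gm7221 (-0.89, 0.0409) changed less or lower in KIT+ dSPG, and Gm13168 (2.62, 0.0409) went the other way. All but Syt12 are named after their values were seen. Dgka rose by 1.72 in THY1+ uSPG and by 0.49 in KIT+ dSPG. Of 100 drawn relabellings that exchanged genotypes within each fraction, 6 gave at least 7 calls, the real one included, so chance stays open for the count. The other 5 put same-numbered libraries on the same side in at least 1 fraction. Of the 18 drawn that part all 6 pairs of same-numbered libraries, the real one alone reached 7, and the next had 5. Without null KIT+ replicate 1 there were 867 calls, with all 7 among them. Without WT KIT+ replicate 2 only 2 of the 7 stayed calls, and without any other single library only 1 did. Same-numbered libraries deviated together from their group means, with a mean correlation across genes of 0.400, and the replicate block gave 2756 calls, 2027 of them positive, so that the balance of directions among the 7 does not hold there. A difference between batches of libraries may therefore hide interactions in the fit without the block. Gm13168 is annotated as a processed pseudogene, and reads shared with other loci were not tested. A biological difference between the fractions stays open, as untested.

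The interaction of the Sox3 table had 7958 calls as labelled, and of 100 drawn relabellings the real one alone reached that number, the next having 3134. The WT libraries labelled THY1+ carry the markers of the KIT+ fraction, and those labelled KIT+ the markers of the THY1+ fraction. To look at this beyond Thy1 and Kit, 288 genes were taken that differ by at least 2 on the log2 scale between the WT fractions of the Zbtb16 table and reach 5 FPKM in the higher one. Of these, 100% differed the same way between the null fractions and between the cKO fractions, and 0% did between the WT libraries of the Sox3 table as labelled. On an axis from cKO THY1+ (0) to cKO KIT+ (1), the WT libraries labelled THY1+ lay at 1.03 to 1.09 and those labelled KIT+ at -0.0192 to 0.0142. The largest distance from the nearer end was 0.0904, which argues against a mixture of both fractions in these libraries. A candidate explanation is that the names of the 2 WT groups were exchanged, which these values allow. Set against the groups with the same markers, which were picked after the markers were seen, cKO THY1+ uSPG and the WT libraries labelled KIT+ differed in 15 calls (1 higher, 14 lower, 2793 genes at an unadjusted p under 0.05). The cKO KIT+ dSPG and the WT libraries labelled THY1+ differed in 3608 calls (2638 higher, 970 lower). The cKO libraries follow the order of the fractions seen in the Zbtb16 table and the WT libraries reverse it, which argues against an effect of the cKO as the cause of the reversal.

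The changes of 7 marker lists differed between the fractions in the Zbtb16 table. In KIT+ dSPG less THY1+ uSPG the medians were 1.33 for Leydig cells (8 of 8 genes higher, adjusted p 0.000192), 1.30 for peritubular and stromal cells (11 of 12, 0.000192), 0.98 for endothelial cells (8 of 8, 0.00481) and 0.83 for Sertoli cells (10 of 10, 0.00207). Macrophages were higher in 13 of 13 genes (0.000192), of which 2 reached 1 FPKM in WT KIT+ dSPG. They were -0.51 for all germ cells (8 of 8 lower, 0.000677) and -0.59 for meiosis (18 of 18 lower, 9.74e-05). With an estimated correlation 0 of the 7 held, where 5014 single genes had an unadjusted p under 0.05. Somatic lists fell in null THY1+ uSPG, and 0 of the 15 pairs of somatic lists differed in their fall. The largest difference, endothelial cells less macrophages, was 0.39 (SE 0.23, limma adjusted p 0.851). The mean list changes ran from -0.35 (endothelial cells) to -0.75 (macrophages). The test could miss differences of that size, so it cannot decide whether the lists fell alike. A higher share of germ cells in the null THY1+ libraries stays open, since that would lower the markers of every other type alike. The abundant somatic genes moved with their lists, Lyz2 from 291 to 180 FPKM and Hsd3b1 from 37.8 to 24.7 FPKM. Whether the share differed through sorting or through the testes of the null mice was not tested.

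Among the Sox3 libraries as labelled, 7 marker lists differed between the fractions. Macrophages (13 of 13 genes), T cells (9 of 9) and undifferentiated spermatogonia (17 of 19) had negative interactions, and Leydig cells (8 of 8), endothelial cells (8 of 8), differentiating spermatogonia (8 of 8) and Sertoli cells (9 of 10) positive ones, with adjusted p from 5.99e-19 to 0.0304. With an estimated correlation 3 of these held. For macrophages, T cells, Leydig cells and both spermatogonial lists these are the directions that exchanged names of the WT groups would give, in the same way as the 0% of 288 genes. All of these directions rest on labels that the markers contradict.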

How the results depend on the processing

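The averaged effects, the correction for GC content and gene length, the fit on Sox3 replicates 2 and 3 alone and the set tests of interactions and averaged effects were chosen after seeing the data. Where no reason is given, the cause was not tested.

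A pseudocount of 1 moved the calls of null against WT to 565 in THY1+ uSPG and 25 in KIT+ dSPG, those between the WT fractions of the Zbtb16 table to 2883, the Zbtb16 interaction to 45, and the averaged effects to 157 (Zbtb16) and 1024 (Sox3). It shrinks the changes of genes with low FPKM, which can lower a count. That does not explain the rise of the Zbtb16 interaction from 7 calls, whose cause was not tested. Genes with a mean FPKM of at least 1 gave 468 calls in THY1+ uSPG, 3139 between the WT fractions, 244 for the averaged Zbtb16 effect and 185 shared calls, with fewer genes tested. Rescaling libraries moved the Zbtb16 interaction to 2. With no fold threshold the averaged effects had 906 (Zbtb16) and 5223 (Sox3) calls, by construction.

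The replicate block gave 1980 calls in null THY1+ uSPG, 513 in null KIT+ dSPG, 2756 for the Zbtb16 interaction and 954 shared calls. Together with the correction for GC content and gene length it gave 1977 and 722 in the null fractions. The 6 KIT+ libraries alone gave 2 calls, with fewer samples. Replicates 2 and 3 alone gave 3283 calls as labelled in KIT+ of the Sox3 table and 597 for the averaged Sox3 effect, with fewer samples and reads. The averaged effects shared 46 calls against 47.1 expected, so the excess over chance seen in THY1+ uSPG as labelled was absent there. They take in KIT+ dSPG, so they cannot say whether calls in THY1+ uSPG alone are shared.

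Leaving out 1 library gave from 295 (null THY1+ replicate 1) to 820 (null THY1+ replicate 2) calls in THY1+ uSPG and from 25 (WT KIT+ replicate 1) to 37 (null KIT+ replicate 1) in KIT+ dSPG. It gave 867 (null KIT+ replicate 1) and otherwise 1 or 2 for the Zbtb16 interaction. For the averaged Zbtb16 effect it gave from 340 (null THY1+ replicate 1) to 488 (null KIT+ replicate 1). The other counts of calls stayed within 1.5-fold under each library left out.

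Of the 11 marker lists, fry left 5 past the threshold in null THY1+ uSPG, 0 in null KIT+ dSPG, 1 for the averaged Zbtb16 effect and 5 for the averaged Sox3 effect. Camera with an estimated correlation left 0 in null THY1+ uSPG, null KIT+ dSPG, the Zbtb16 interaction and both averaged effects, where single genes with an unadjusted p under 0.05 numbered 5325, 3863, 5014, 4072 and 8155. It left 4 between the WT fractions of the Zbtb16 table and 5 between those of the Sox3 table, 2 and 4 as labelled in THY1+ and KIT+ of the Sox3 table, and 3 for its interaction. The replicate block left 3 for the averaged Zbtb16 effect.

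Among 109 values of named genes, 74 kept their call and direction under each alternative run, 23 changed a call, and 12 reversed when 1 library was left out, none of them a call. Of the single settings 65 were weaker and 11 stronger. Log2 fold changes across libraries left out ran, in null THY1+ uSPG, from -0.1901 to 0.0579 for Bcl6b, -0.1811 to 0.1242 for Kit, -0.1941 to 0.1951 for Etv5 and -0.0594 to 0.1777 for Thy1. In null KIT+ dSPG they ran from -0.1603 to 0.3818 for Bcl6b, -0.1678 to 0.1296 for Kit, -0.3836 to 0.0736 for Sycp3, -0.0798 to 0.1380 for Cth and -0.0048 to 0.4849 for Fgfr1. For the Sox3 table as labelled they ran from -0.7392 to 0.0259 for Cyp26b1 in THY1+, from -0.2774 to 0.1125 for Col15a1 in KIT+, and from -0.0176 to 0.1855 for Kit in the averaged effect.

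Replicates 2 and 3 of the Sox3 table held 11.01 to 14.92 M reads. Genes with at most 3 reads per library in a group have lower bounds in place of fold changes.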

Other observations

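The tests of the rest of each chromosome, of pairs of marker lists and of same-numbered libraries were chosen only after the results were seen.

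In null THY1+ uSPG 283 genes were lower. That is lower than the count of downregulated genes quoted from the study above. Leaving out 1 library gave from 53 (WT THY1+ replicate 1) to 348 (null THY1+ replicate 2) lower genes, which are also below that count. With the replicate block 1004 were lower, which is higher than that count. As labelled, 6166 genes of the Sox3 table were calls in THY1+, 3768 higher and 2398 lower. These are higher than the values quoted from the study above. Against the WT libraries with THY1+ markers, labelled KIT+, cKO THY1+ uSPG had 15 calls (1 higher, 14 lower). These are lower than the values quoted from the study above. How either count compares depends on which WT libraries the study took for the undifferentiated fraction. As labelled in THY1+, the count stayed at 4902 or more when 1 library was left out. Of the genes the study names there, 2 of 3 lower and 1 of 2 higher were calls as labelled. Lin28a (log2 fold change -0.1923) and Cyp26b1 (-0.2567), named as lower and higher, were no calls. These values argue against the WT libraries labelled THY1+ as those the study took.

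For each of the 6 comparisons of 3 libraries with 3, the real split was the 1 of 10 splits with as many calls, in both fractions and between the WT fractions of both tables. The other splits gave at most 1 call. With 10 splits the share cannot fall below 0.1, so this count alone decides nothing about chance. For the fractions other libraries speak against chance. The 288 genes that separate the WT fractions of the Zbtb16 table differed the same way between the null and between the cKO fractions in 100%. Between the WT libraries of the Sox3 table as labelled 0% did, all going the other way, so the difference between those libraries, and from the cKO libraries of the same label, is also beyond chance. For the averaged Zbtb16 effect 3 of 100 drawn relabellings, the real one included, gave at least 514 calls, the highest of the others having 1025. Both others keep same-numbered KIT+ libraries on the same side, and the replicate block gave 717 calls. Of the 18 that part all pairs, only the real one reached 514, the others having 0 calls. These shares argue against chance for the averaged effect of the null. For the averaged Sox3 effect 1 of 100, the real one, gave 2188 calls, and the next had 1736. Among the 18 that part all pairs the next had 1343. Within a label the cKO and WT libraries carry the markers of different fractions. Relabellings that exchange some of them mix fractions within a group and widen its spread, so this share does not decide about chance.

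In the Zbtb16 table more genes were calls with the replicate block than without it, 1980 against 890 in THY1+ uSPG. Deviations from the group means correlated by 0.400 on average between same-numbered libraries, in 16 of 18 pairs by more than 0.1. This is consistent with a batch shared by same-numbered libraries. Whether the batch lies in the animals, the sort or the sequencing stays open.

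Bias by GC content or gene length would lose most calls once each library is corrected for it. With the replicate block 88.7% of the 1980 calls were kept in null THY1+ uSPG and 88.5% of the 513 in null KIT+ dSPG. For the averaged Sox3 effect 77.7% of 2188 were kept. These values argue against such bias as the whole cause.

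A strain haplotype carried along with the mutant allele may raise the share of calls near the targeted gene. Within 10 Mb of Zbtb16, itself left out, 16 of 244 genes were calls in THY1+ uSPG (6.56%, against 3.92% elsewhere, two-sided Fisher exact p 0.0452). That excess is what the test, set before its result was seen, asked for. Against the rest of chromosome 9 (4.53%) the p was 0.188, so a haplotype and the chromosome as a whole cannot be told apart with these counts. Within 10 Mb of Sox3, for the averaged effect, 16 of 88 genes were calls (18.2%, against 10.2% elsewhere, p 0.0208), which also met the test. The rest of chromosome X had 17.8% (p 0.885), so the excess is not particular to the region and cannot be told apart from one of the whole X. As labelled in THY1+, the share near Sox3 was lower than elsewhere (19.3% against 29.1%, p 0.0453), but these calls mix genotype and fraction and do not speak for or against a haplotype. Chromosome X as a whole had 161 calls among 901 genes for the averaged Sox3 effect (98 higher, 63 lower, adjusted p 2.65e-11) and 59 among 982 in null THY1+ uSPG (48 higher, 11 lower, adjusted p 0.0277).

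A test set beforehand asked whether more macrophages would explain immune genes that are higher in null THY1+ uSPG. The median log2 change of the macrophage list was -0.753, with 13 of 13 genes lower, so the list showed no rise to explain.

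Somatic lists fell and the list of all germ cells rose in null THY1+ uSPG, and a different share of somatic cells may lie behind some of the calls. With the mean level of the somatic lists as a covariate, 21.7% of the 890 calls were kept, among 345 calls in all. The loss of most calls goes with a cause in cell shares, while 79.4% of the 890 genes still had an unadjusted p under 0.05, which goes against it as the whole cause. The covariate follows the genotype, however, so that genotype and cell share cannot be told apart by it. Of the 890 genes 100% kept their direction, with a median ratio of 0.877 to the change before.

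In the averaged Sox3 effect somatic lists rose, and the lists of all germ cells, meiosis and differentiating spermatogonia fell. The list of undifferentiated spermatogonia did not fall (median log2 change 0.08, 10 of 19 genes higher, camera adjusted p 0.533). A lower share of every germ cell type would by itself lower that list too. A lower share of germ cells in the cKO libraries would raise the somatic lists alike. Among all 6 somatic lists 2 of the 15 pairs differed, the Leydig cell list rising more than those of T cells (difference 0.77, adjusted p 0.0171) and macrophages (0.69, 0.0272). Most genes of those 2 lists lie under 1 FPKM in 6 of the 12 libraries, though, where a rise is hard to see at floors of 3 reads. This limit was seen after the first outcome of the test, and the lists were then left out. In the libraries with THY1+ markers, where both lists lie higher, they showed no clear rise either. Against the WT libraries labelled THY1+, the macrophage median was 8.27 in cKO THY1+ uSPG and 8.20 in the WT libraries labelled KIT+. For T cells these medians were 2.56 and 2.75. For Leydig cells they were -3.53 and -3.94. No pair of lists was tested in these libraries alone. Whether the floor accounts for the 2 pairs that differed therefore stays open. Among the 4 lists with at least 0.5 of their genes at 1 FPKM in every group, 0 of the 6 pairs differed (largest difference -0.37, Sertoli less Leydig cells, adjusted p 0.729), with 8155 single genes at an unadjusted p under 0.05. The SE of that difference was 0.28, against mean rises of 0.47 (Sertoli cells) to 0.84 (Leydig cells). The test could therefore miss such differences and cannot decide whether the lists rose alike. A lower germ cell share stays open for the lists that moved, and so does a change particular to Leydig cells. The Leydig cell gene Hsd3b1 was at 634 FPKM in the WT libraries labelled THY1+ and 1455 FPKM in cKO KIT+ dSPG. With the somatic covariate 0.137% of the 2188 calls were kept (3 genes, among 4 calls in all), 21.8% of the genes had an unadjusted p under 0.05, and 84.3% of the genes kept their direction, with a median ratio of 0.588. Here too the covariate follows the genotype, and the averaged effect cannot be told apart from a change in cell shares by this test. A biological effect of SOX3 on the germ cells stays open, as untested.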
